A study of Homo sapiens with 87 samples.

How the data were processed

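The libraries came from human cranial neural crest cells made from H9, an established human embryonic stem cell line, per the labels' protocols. In separate lines, named in the labels TWIST1FV, ALX1FV, PRRX1FV and MSX1FNV, 1 transcription factor can be removed as protein by the degrader dTAGV-1. The line ALX1FV_ALX4KO also carries a knockout of ALX4, and WT has no tagged factor. What the letters FV and FNV stand for is not given in the labels and was not guessed. Per the labels' protocols, DMSO or dTAGV-1 at 500 nM was diluted into medium and given at a change of medium, and 4-thiouridine at 100 uM was given for the last 2 h of the SLAM-seq experiments. SLAM-seq, in which alkylation marks thiol-bearing bases, turns the 4-thiouridine in newly made RNA into T>C conversions in the reads. Libraries of both kinds were made with a kit that reads the 3′ ends of polyadenylated RNA, per the labels' protocols, so a count reflects the number of transcript ends and not their length.

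Every library has a table of 18530 genes. The authors mapped and filtered the reads and counted them with SlamDunk, then collapsed the counts per gene, per the names of the deposited tables. Its version, the genome build, the annotation, the strand used for counting and the number of conversions that makes a T>C read are not stated there. Of gene and library entries with exactly 1 T>C read, 15833 in all, 69.9% held exactly 1 conversion, and the SLAM-seq libraries held 1.405 conversions per T>C read. The values used were the authors' deposited counts of all reads and of T>C reads per gene, both whole numbers without normalization, per the file headers. The deposited counts of conversions and of covered T positions per gene were used for the conversion rate and for each gene's T content, per the file headers. Genes are named as the tables name them, and 1 name joins several genes. No coordinates are given, because no genome build is stated. Counts of overlapping or antisense genes, and of genes with near-identical copies, are uncertain for the same reason. In the 36 long-term libraries every T>C value is 0 across 14.6 G covered T positions, where sequencing errors alone would give some, so those columns were taken as not filled in. The planned background of T>C reads in unlabelled libraries was therefore not analysed here.

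The counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit with robust dispersion, TMM factors, Benjamini-Hochberg adjustment), on genes kept by filterByExpr with a minimum count of 10 and a minimum total of 15. A gene with an adjusted p under 0.05 is called. The standard error of a log2 change is its size divided by the square root of the F statistic. For newly made RNA, T>C read counts were fitted per line over 0, 3 and 24 h, and 3 h and 24 h were compared with 0 h. For long-term depletion, counts of all reads were compared between dTAGV-1 and DMSO within a line. The difference of each line from WT, and the difference between ALX1FV_ALX4KO and ALX1FV in the response to dTAGV-1, were tested as interaction terms. The ALX4 knockout was compared with ALX1FV in DMSO and at 0 h, on counts of all reads. The genes named are, per 3 h, long-term and ALX4 knockout contrast, those with the 2 largest rises and the 2 largest falls among called genes with a mean log2 CPM of at least 4 and groups that did not overlap, with the 5 targeted genes and called genes of a list of 38 transcription factors. This rule, the lists, the tests and the alternatives were fixed before the data were examined, except where stated. Chance separates 3 libraries from 3 others completely in 10% of genes. CPM values beside a fold change carry the TMM factors of that fit. RPM of all counted reads, used for the check of targeted genes, carries none and differs slightly. A fold change against a group with at most 3 counts in every library would be given as a lower bound, and none of the named genes needed one. Mean values are given with the standard deviation (SD).

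Cell identity lists were tested with camera in limma 3.58.1 on voom values, with the preset correlation between genes of 0.01, and adjusted over 24 list and line pairs. The lists were mesenchyme (PDGFRA, PDGFRB, COL1A1, COL1A2, COL3A1, COL5A1, COL6A3, FN1, VIM, TGFBI, LUM, POSTN, THY1, CDH11), crest, glia and pigment (SOX10, FOXD3, ERBB3, MITF, S100B, NGFR, EDNRB, CDH19, TFAP2A, PMEL), epithelium (CDH1, EPCAM, KRT8, KRT18, KRT19, CLDN4, CLDN6, CLDN7, ESRP1, GRHL2, CRB3) and neural (SOX2, PAX6, MAP2, STMN2, TUBB3, DCX, ELAVL3, ELAVL4, SOX1, NCAM1, GAP43). Some genes are not reported here by name, among them 2 of the crest, glia and pigment list, and counts and medians include them. SOX10, FOXD3 and TFAP2A are also in the list of transcription factors. Shares of labelled reads were compared with exact two-sided permutation tests, which cannot go below 0.1 for 3 against 3 libraries or 0.33 for 2 against 2. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and data.table (version 1.17.8) in R.

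Alternatives were the replicate number as a block, DESeq2 1.42.0, RLE size factors, no low-count filter, scaling T>C counts by total reads, total reads in place of T>C reads, 1 fit over the 6 lines, clone 14 alone for PRRX1FV, other correlation measures, fry in place of camera, and leaving out each library in turn. Replicate numbers from the labels were checked for pairing by the correlation of same-numbered libraries' deviations from their group means. Every pair passed 0.1 at 3 h in ALX1FV, PRRX1FV, MSX1FNV and ALX1FV_ALX4KO, at 24 h in TWIST1FV and MSX1FNV, long-term in all lines but ALX1FV, and for the ALX4 knockout in DMSO. The lowest of these pairs was 0.104 and the highest 0.727. WT at 3 h also passed 0.1, with 0.18 in both pairs, but was not treated as paired. With 2 libraries per time its pairs give the same value and are not separate checks. In PRRX1FV replicate 1 is clone 10, and replicates 2 and 3 are clone 14. In ALX1FV_ALX4KO replicates 1, 2 and 3 are clones 11, 22 and 14 in SLAM-seq, and clones 22, 14 and 14 long-term. In these lines the number thus carries part of the difference between clones. The 2 sets of ALX1FV_ALX4KO libraries, and so DMSO and 0 h, hold different clones. For the paired contrasts the value with the block is printed beside the result where it changes a call or moves a count by over 1.5 times.

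SLAM-seq libraries held 15.5 to 47.7 M counted reads, of which 2.66 to 8.62 M carried conversions, and long-term libraries 7.2 to 16.4 M. The tests were tested on simulated data, with counts drawn from the real means and library sizes and 200 changed genes. Counts were drawn 1 time per design and size of change, with edgeR's own dispersions and no replicate effect. They therefore cannot show what a replicate block gains. A log2 change of 2 was recovered for 83.5% of changed genes in the TWIST1FV 3 h design, with 14 false calls among 181, for 70.5% in the TWIST1FV long-term design and for 22% in the long-term difference from WT. A log2 change of 1 was recovered for 25.5%, 0% and 0%. In the WT 3 h design the shares were 57.5% for a change of 1 and 87.5% for a change of 2. Intervals and floors cover counting error only, since the tables count reads and not molecular identifiers. All 87 libraries were used and no replicate pair agreed within sampling noise (chi-square per degree of freedom from 8.1 to 327.79), so none was merged.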

Results

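RNA was measured in human cranial neural crest cells, the cells that form much of the facial mesenchyme, in 87 libraries of 6 lines. In the lines TWIST1FV, ALX1FV, PRRX1FV and MSX1FNV the named transcription factor can be degraded by adding dTAGV-1. ALX1FV_ALX4KO combines degradable ALX1 with a knockout of ALX4, and WT cells have no degradable factor. SLAM-seq, which marks RNA made in the last 2 h by T>C conversions, covered 0, 3 and 24 h of dTAGV-1 in 51 libraries, with 3 per line and time and 2 for WT. RNA-seq after long-term treatment covered dTAGV-1 and DMSO (0.01%) in 36 libraries, with 3 per line and treatment. The length of the long-term treatment is not given as a number in the labels. SLAM-seq libraries held a median of 31.1 M counted reads (range 15.5 to 47.7) and a median of 5.47 M T>C reads (range 2.66 to 8.62). Long-term libraries held a median of 11.95 M reads (range 7.2 to 16.4). Between 13458 and 14522 genes had reads in a SLAM-seq library, and between 13894 and 14393 in a long-term library. The 10 most abundant genes took 6.17 to 9.99% of SLAM-seq reads and 6.21 to 9.95% of long-term reads.

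The targeted genes were examined first, in RPM of all counted reads. The degrader acts on protein, so only the ALX4 knockout makes a statement about mRNA. In DMSO, ALX4 stood at 34.9, 42.4 and 77.1 in the 3 ALX1FV_ALX4KO libraries and at 169, 314 and 339 in the 3 ALX1FV libraries. At 0 h of SLAM-seq it stood at 190, 197 and 103 in ALX1FV_ALX4KO and at 369, 280 and 289 in ALX1FV. ALX4 mRNA was thus lower in every knockout library of both sets, and still detected in the knockout libraries, with 415 to 776 reads in DMSO and 4564 to 7150 at 0 h. TWIST1 mRNA in TWIST1FV rose from 89.5, 182 and 155 in the DMSO libraries to 269, 673 and 362 under long-term dTAGV-1. ALX1 in ALX1FV was at 24.9, 37.6 and 26.7 in DMSO and 11.4, 30.2 and 15.5 under dTAGV-1, and PRRX1 in PRRX1FV at 19.9, 14.4 and 10.4 against 32.1, 16.6 and 12.3. MSX1 in MSX1FNV was at 109, 92.1 and 104 in DMSO and 75.9, 113 and 95.5 under dTAGV-1, so the groups overlapped for these last 3 genes. In the SLAM-seq libraries TWIST1 in TWIST1FV averaged 74.3 ± 25.0 at 0 h, 170.0 ± 25.1 at 3 h and 314 ± 87.4 at 24 h (SD, n = 3). ALX1 in ALX1FV averaged 30.0 ± 11.6, 32.3 ± 14.2 and 33.7 ± 18.6 at these times, and MSX1 in MSX1FNV 327 ± 50.6, 348 ± 67.6 and 347 ± 53.1. PRRX1 in PRRX1FV stood at 11.5, 29.5 and 25.1 in the 0 h libraries, 10.3, 37.5 and 24.3 at 3 h and 14.9, 34.7 and 23.5 at 24 h.

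**Figure D1:**
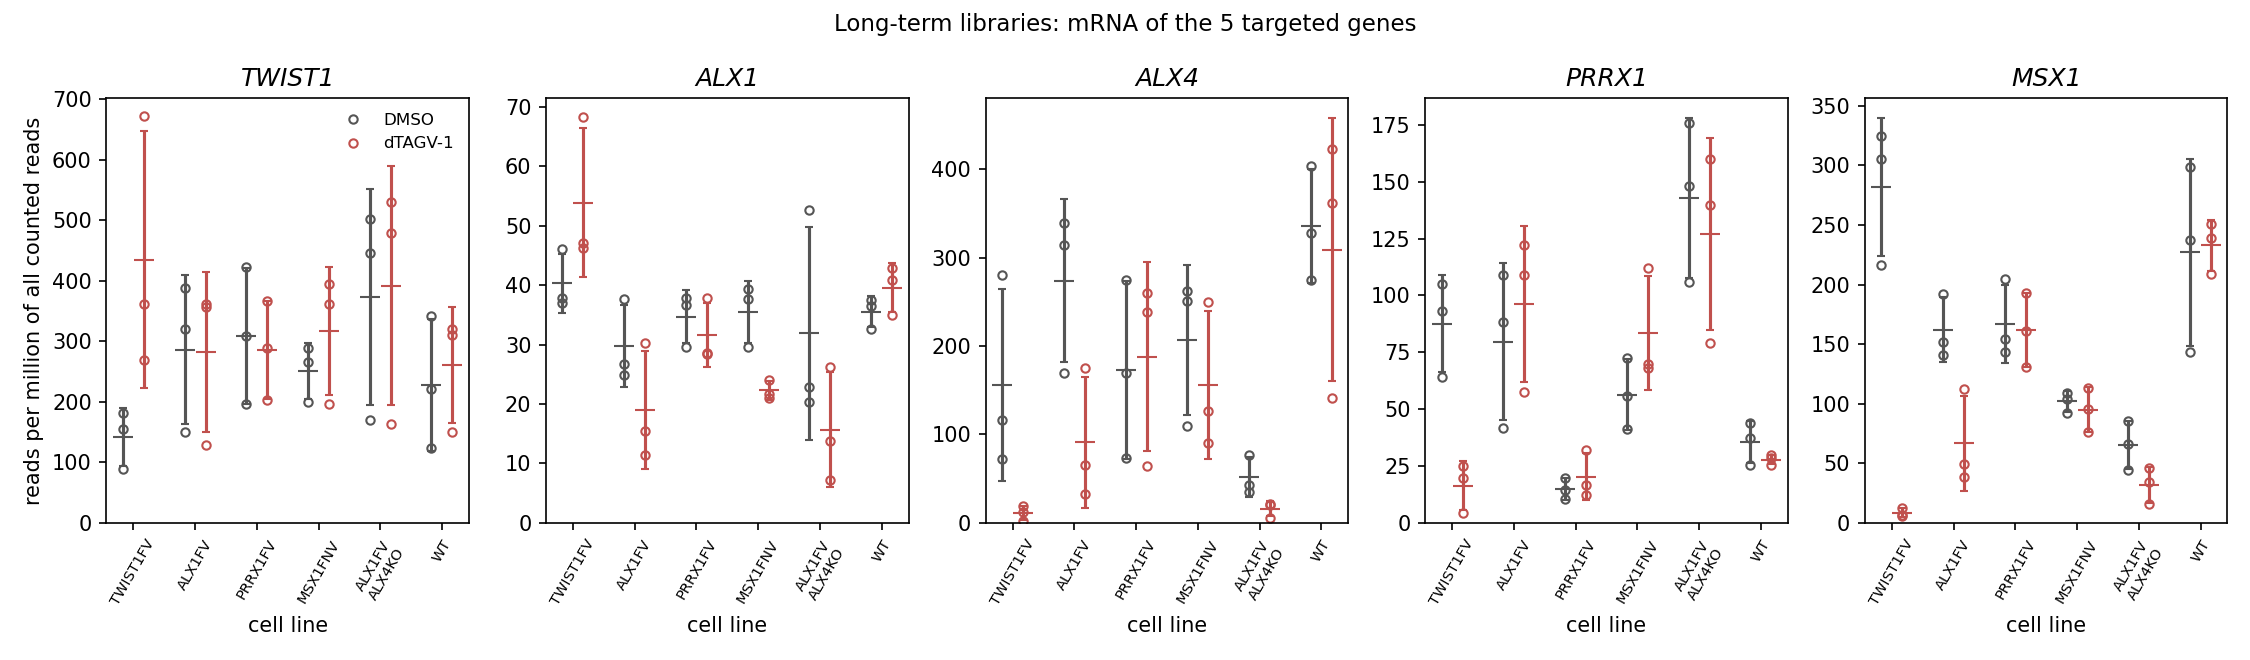
RPM of all counted reads (vertical axis, from 0) for the 5 targeted genes in the long-term libraries of the 6 lines, with open points for single libraries in DMSO (grey) and dTAGV-1 (red) and bars for mean ± SD (n = 3). ALX4 stands at 34.9 to 77.1 in the DMSO libraries of ALX1FV_ALX4KO and at 169 to 339 in those of ALX1FV.

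The share of reads with a T>C conversion, which a shift in labelling would move in all genes at once, was compared between times within each line. It lay between 13.5 and 21.3% of counted reads over the 51 SLAM-seq libraries, and the conversion rate between 0.539 and 1.22% of covered T positions. In TWIST1FV it was 15.4 ± 1.36% at 0 h, 13.99 ± 0.450% at 3 h and 15.3 ± 1.30% at 24 h (SD, n = 3). In WT it was 17.5 ± 0.750%, 16.9 ± 0.0600% and 16.6 ± 0.790% (SD, n = 2). None of 12 comparisons with 0 h had an exact two-sided permutation p under 0.2, and the adjusted values were 0.873 or 1. These designs cannot go below 0.1 with 3 against 3 libraries or 0.33 with 2 against 2, so an uneven share within a line would not have been called. The mean share was lower at 3 h than at 0 h in all 6 lines, by 0.22 to 1.42 points. Tests of this across lines were added after it was seen, 2 at each of 3 h and 24 h. In the 4 lines whose numbers pair the 3 h libraries, 10 of 12 same-numbered pairs fell, by a mean of 0.57 points (exact sign-flip p 0.00195, adjusted 0.0078). Over the 6 line means the exact sign-flip p was 0.0312 (adjusted 0.0624). At 24 h 2 of 6 such pairs fell (exact p 0.781, adjusted 0.844), as did 3 of the 6 means (exact p 0.844, adjusted 0.844). T>C counts scaled by their own totals do not carry such a shift, while those scaled by total reads, an alternative below, do. The long-term libraries, which were to give the background of conversions without 4-thiouridine, list 0 T>C reads in each of 36 tables and were not used here for that purpose.

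Which genes change in newly made RNA within 3 h of losing a factor was asked in each line. In TWIST1FV, 159 of 11546 genes were called by edgeR's quasi-likelihood test with an adjusted p under 0.05, of which 112 rose and 47 fell. Of the alternatives that kept all libraries, DESeq2 moved this count most, to 398 genes, among them all 159. Single libraries also moved it, from 37 genes without 0 h replicate 2 to 334 without 3 h replicate 1. With T>C counts scaled by total reads the call was made for 156 genes, of which 82 rose and 74 fell, because the median of all genes moved from a log2 change of 0.01 to −0.17. ADORA2A rose by a log2 change of 3.33 (SE 0.31, adjusted p 0.000365), from 7.40 ± 2.41 to 74.2 ± 21.6 CPM (SD, n = 3). KCNJ12 rose by 3.24 (SE 0.40, adjusted p 0.00249), from 6.92 ± 1.86 to 65.8 ± 28.9 CPM. PI15 fell by 3.93 (SE 0.53, adjusted p 0.00344), from 76.5 ± 18.9 to 5.02 ± 2.37 CPM, and VEGFD fell by 3.58 (SE 0.29, adjusted p 0.000231), from 439 ± 114 to 36.5 ± 14.2 CPM. Of 38 listed transcription factors 32 were tested, 2 were called over all genes and 7 when adjusted over the list alone. Among the 2, LMX1B rose by 2.78 (SE 0.28, adjusted p 0.000724), from 4.33 ± 0.666 to 29.9 ± 1.48 CPM. It was not called in the fit over the 6 lines (adjusted p 0.177, range 2.5e-16 to 0.177). TWIST1 itself rose by 1.19 (SE 0.27, adjusted p 0.0561) and MSX1 fell by 1.32 (SE 0.29, adjusted p 0.0515), both just short of a call. MSX1 was called without 3 h replicate 2 (adjusted p 0.0274, range 0.00139 to 0.362). With all libraries it was called with the block (0.0115), DESeq2 (0.00139), no low-count filter (0.0478), total-read scaling (0.0333) and over the 6 lines (0.0187). With RLE size factors or total reads it was not called. TWIST1 was called with the block (0.00371), DESeq2 (0.00245) and no filter (0.0434), within a range from 0.00245 to 0.333. The other alternatives that kept all libraries did not call TWIST1. ALX1, ALX4 and PRRX1 had log2 changes of 0.50, 0.25 and −0.52 with adjusted p of 0.685, 0.746 and 0.516.

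In the other lines far fewer genes were called at 3 h. In ALX1FV 5 of 11077 genes were called and all 5 rose (INSIG1, ERG28, HMGCS1 and SCD among them, the last pair named after their values were seen). INSIG1 rose by 1.19 (SE 0.15, adjusted p 0.00383), from 370 ± 37.8 to 842 ± 9.84 CPM (SD, n = 3), and ERG28 by 1.18 (SE 0.21, adjusted p 0.0472), from 50.1 ± 11.3 to 114 ± 15.7 CPM. Without 0 h replicate 1 no gene was called in ALX1FV (209 genes had an unadjusted p under 0.05 with all libraries) and INSIG1 had an adjusted p of 0.108 (range 8.31e-10 to 0.108). ERG28 lost its call in 5 of 6 such fits, with an adjusted p of up to 0.641 without 3 h replicate 3 (range 0.000132 to 1). The replicate numbers paired these libraries, and with the replicate as a block 20 genes were called, all higher at 3 h. In PRRX1FV 0 of 10788 genes were called (211 with an unadjusted p under 0.05), and in MSX1FNV 0 of 11349 (113 with an unadjusted p under 0.05). With the replicate block 3 genes were called in MSX1FNV, all rising (INSIG1, HMGCS1 and TMEM97, named after their values were seen). In ALX1FV_ALX4KO 31 of 11571 genes were called and all rose. INSIG1 rose by 1.36 (SE 0.14, adjusted p 3.35e-05), from 307 ± 58.0 to 788 ± 125 CPM, and PLA2G3 by 1.28 (SE 0.23, adjusted p 0.00472), from 17.9 ± 3.11 to 43.7 ± 8.09 CPM. PLA2G3 lost its call without 3 h replicate 1 (adjusted p 0.0755) and without 0 h replicate 3 (adjusted p 0.0564), within a range from 2.16e-06 to 1. In WT, where no factor is lost, 5 of 11597 genes were called and all 5 rose (HMGCS1, INSIG1, MSMO1 and DHCR7 among them, the last 3 named after their values were seen). HMGCS1 rose by 1.06 (SE 0.14, adjusted p 0.0013), from 793 ± 32.0 to 1650 ± 48.6 CPM (SD, n = 2). With the replicate block 0 genes were called in WT, and HMGCS1 had an adjusted p of 0.0534 (range 2.63e-10 to 0.320). No listed transcription factor was called in these 5 lines, either over all genes or adjusted over the list alone.

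At 24 h TWIST1FV had 154 called genes, of which 75 rose and 79 fell. Leaving out 1 library lowered the count in each of 6 fits, to between 35 without 0 h replicate 2 and 92 without 24 h replicate 3. TWIST1 rose by 2.14 (SE 0.28, adjusted p 0.00333), from 152 ± 51.4 to 672 ± 195 CPM (SD, n = 3), and kept its call in all 6 fits. LMX1B rose by 2.21 (SE 0.28, adjusted p 0.00333) and was not called in the fit over the 6 lines (adjusted p 0.494, range 5.04e-10 to 0.494). TWIST1 and LMX1B were among 3 listed factors called over all genes, against 8 adjusted over the list alone. MSX1 fell by 1.20 (SE 0.29, adjusted p 0.0854) and was called with the replicate block, which pairs these libraries (adjusted p 0.0207, range 0.00666 to 0.396). ALX1FV, PRRX1FV, MSX1FNV and WT had 0 calls at 24 h (306, 85, 127 and 677 genes with an unadjusted p under 0.05). In ALX1FV_ALX4KO 7 genes were called, all rising. Without 0 h replicate 2 none was called (510 genes had an unadjusted p under 0.05 with all libraries), and without 24 h replicate 2 the count was 9. DLX2, the 1 listed factor among the 7, rose by 0.80 (SE 0.13, adjusted p 0.0155), from 111.0 ± 11.6 to 193 ± 33.1 CPM. It lost its call in 4 of 6 fits that each left out a library (up to 0.104 without 0 h replicate 1, range 2.45e-07 to 1). Adjusted over the list alone, 8 factors were called in this line.

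**Figure D2:**
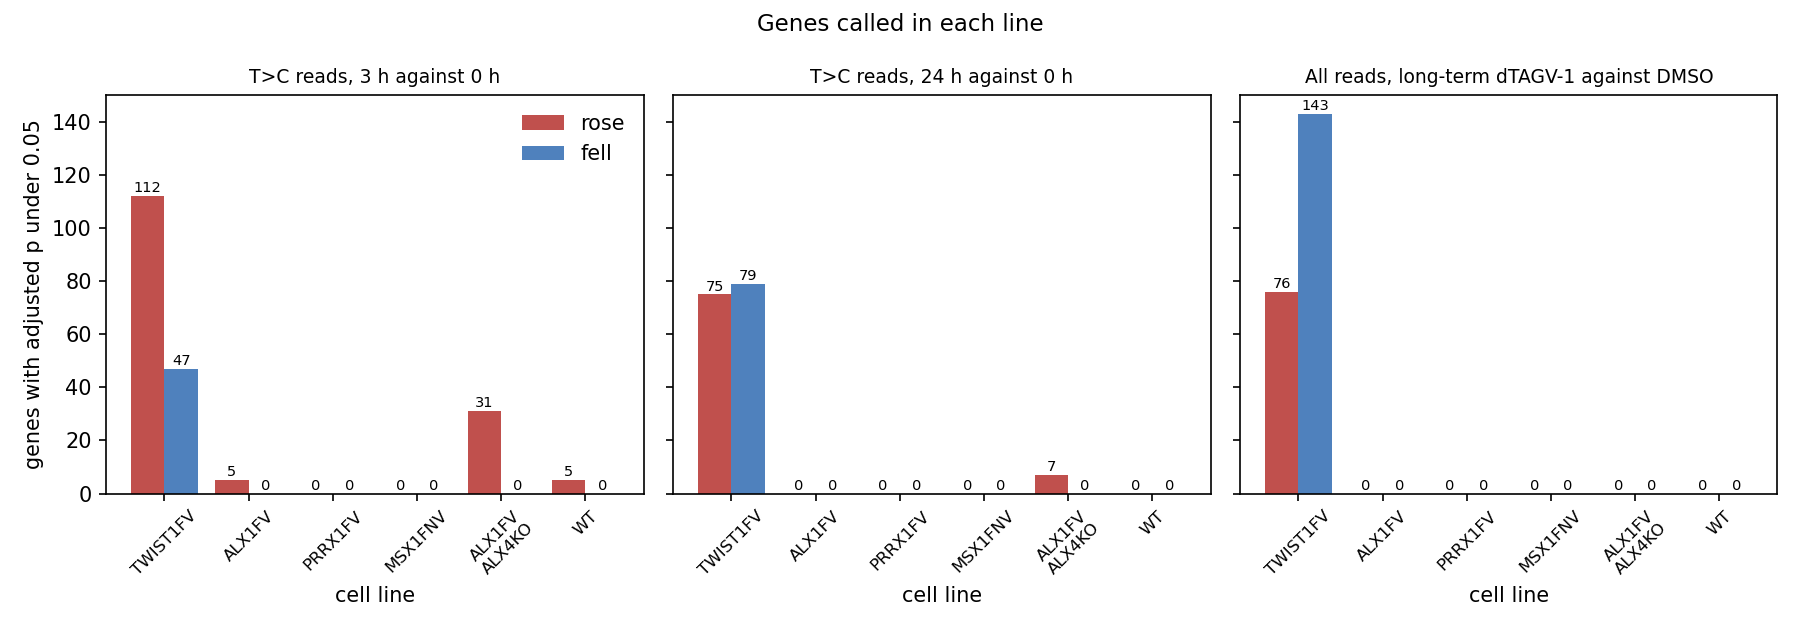
Number of genes with an adjusted p under 0.05 (vertical axis, from 0) that rose (red) or fell (blue) in each of the 6 lines, in newly made RNA at 3 h and 24 h and in the long-term libraries. The fits shown had no replicate block. TWIST1FV has 159, 154 and 219 called genes, and no other line has more than 31 in any panel. With the block the long-term counts are 80 in ALX1FV_ALX4KO and 17 in MSX1FNV, whose libraries are paired, and 47 in ALX1FV.

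After long-term treatment, 219 of 12279 genes were called in TWIST1FV, of which 76 rose and 143 fell. Of the alternatives that kept all libraries, the fit over the 6 lines moved this count most, to 811 genes, including 217 of the 219. Leaving out DMSO replicate 2 gave 82 genes and leaving out dTAGV-1 replicate 3 gave 330. POSTN rose by a log2 change of 7.14 (SE 0.64, adjusted p 0.000853), from 3.17 ± 0.670 to 447 ± 335 CPM (SD, n = 3), and FOXD3 by 7.12 (SE 0.84, adjusted p 0.00346), from 0.453 ± 0.347 to 61.3 ± 46.6 CPM. FOXD3 had very few counts in DMSO, so the size of its change is loosely set. NOS1 fell by 7.83 (SE 0.47, adjusted p 0.000112), from 103 ± 16.8 to 0.445 ± 0.252 CPM, and VEGFD by 7.62 (SE 0.39, adjusted p 8.09e-05), from 95.5 ± 14.1 to 0.480 ± 0.132 CPM. Of 33 listed factors tested, 9 were called over all genes and 21 adjusted over the list alone. SOX10 rose by 6.69 (SE 0.38, adjusted p 0.000105), from 1.57 ± 0.120 to 164 ± 48.9 CPM, and MSX1 fell by 4.82 (SE 0.46, adjusted p 0.00109), from 264 ± 59.2 to 9.32 ± 5.34 CPM. DLX1 rose by 2.88 (SE 0.34, adjusted p 0.00346). ALX4 (−3.72, adjusted p 0.0427), PRRX2 (−2.44, adjusted p 0.0208), SNAI2 (−2.38, adjusted p 0.0121) and DLX2 (2.44, adjusted p 0.0130) were also among the 9, as was FOXD3.

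ALX4 lost its call in 5 of 6 fits that each left out a library, with an adjusted p of up to 0.133 without DMSO replicate 3, and PRRX2 in 4, up to 0.0963 without DMSO replicate 1. SNAI2 lost its call in 3 such fits, up to 0.0678 without DMSO replicate 2, and DLX2 in 3, up to 0.0889 without DMSO replicate 3. Over all alternatives the adjusted p ranged from 7.34e-07 to 0.137 for ALX4, from 1.58e-06 to 0.0963 for PRRX2, from 1.34e-07 to 0.0678 for SNAI2 and from 2.78e-08 to 0.0889 for DLX2. The replicate numbers paired these libraries, and with the replicate block ALX4 was not called (adjusted p 0.137). TWIST1 rose by 1.81 (SE 0.41, adjusted p 0.0698), and was called with the block (adjusted p 0.0161, range 0.000865 to 0.286). PRRX1 fell by 2.28 (SE 0.53, adjusted p 0.0737), and was called with the block (adjusted p 0.0358) and without dTAGV-1 replicate 3 (adjusted p 0.0114), within a range from 0.000509 to 0.267. ALX1 changed by 0.61 (SE 0.27, adjusted p 0.385).

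**Figure D3:**
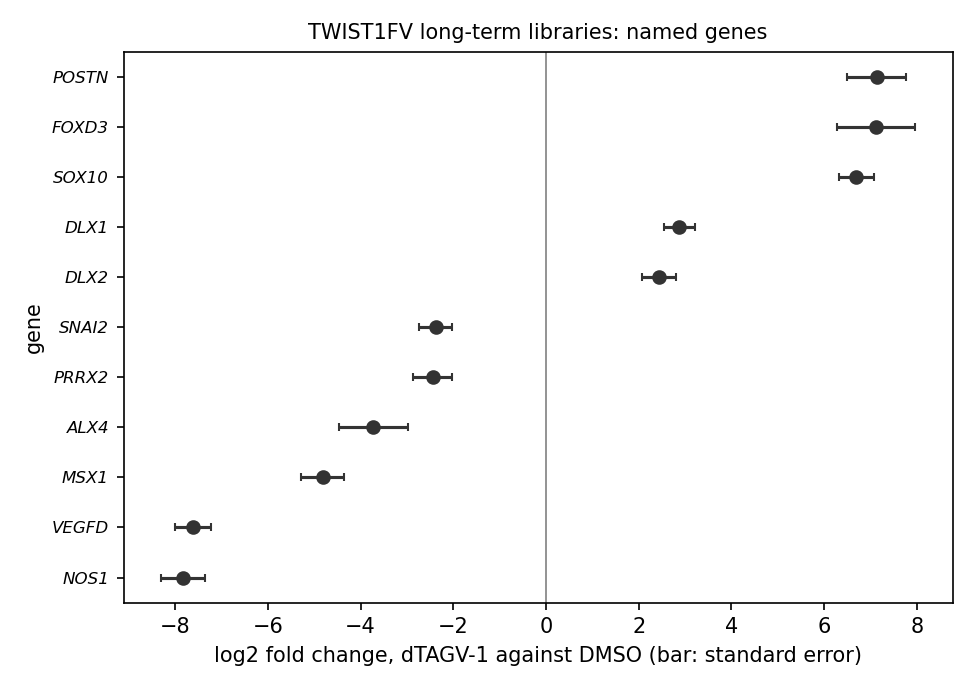
Log2 fold change of dTAGV-1 against DMSO (horizontal axis) for 11 named genes in the TWIST1FV long-term libraries, 3 per treatment, with points for the estimate and bars for its standard error. POSTN, FOXD3 and SOX10 lie between 6.69 and 7.14, and VEGFD and NOS1 at −7.62 and −7.83.

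In the other lines edgeR called no gene after long-term treatment without a block. ALX1FV had 0 of 12216 genes, PRRX1FV 0 of 12225, MSX1FNV 0 of 12317, ALX1FV_ALX4KO 0 of 12099 and WT 0 of 12167 (241, 51, 141, 325 and 123 genes with an unadjusted p under 0.05). In MSX1FNV and ALX1FV_ALX4KO the replicate numbers paired the libraries, and the replicate block gave 17 genes (9 rose, 8 fell) and 80 genes (34 rose, 46 fell). ALX1FV was not treated as paired, since 2 of 3 pairs passed 0.1 (0.702 and 0.444) and the other was at 0.071. With the block it had 47 genes (19 rose, 28 fell), so a long-term response in ALX1FV stays open. DESeq2 without a block called 25 genes in ALX1FV (8 rose, 17 fell), 2 in MSX1FNV and 5 in ALX1FV_ALX4KO. In ALX1FV, ALX4 fell by 1.58 (SE 0.49), from 269.7 ± 83.7 to 89.9 ± 69.8 CPM (SD, n = 3), and MSX1 by 1.27 (SE 0.33), from 160.0 ± 24.2 to 66.2 ± 36.5 CPM, with groups that did not overlap and an adjusted p of 1 by edgeR. Of the 20 targeted-gene comparisons in the 4 degradable lines other than TWIST1FV, 4 had groups that did not overlap, where chance gives 10%. In ALX1FV_ALX4KO, ALX1 fell by 1.00 (SE 0.47), ALX4 by 1.71 (SE 0.43) and MSX1 by 1.02 (SE 0.35), each with an adjusted p of 1. With the block all 3 were called, with adjusted p of 0.000127, 0.000142 and 1.81e-06, the lowest over their alternatives, while the highest was 1. ALX1 in ALX1FV fell by 0.63 (SE 0.32, adjusted p 1). PRRX1 in PRRX1FV changed by 0.41 (SE 0.35, adjusted p 1), and by −0.06 without dTAGV-1 replicate 1. MSX1 in MSX1FNV changed by −0.11 (SE 0.23, adjusted p 1), and by 0.06 without dTAGV-1 replicate 1. Adjusted over the list alone, 3 transcription factors were called in ALX1FV (MSX1, PAX3 and TFAP2B) and 5 in ALX1FV_ALX4KO (ALX4, PAX3, TFAP2B and TWIST2 among them), named after their values were seen, and 0 over all genes. In PRRX1FV, MSX1FNV and WT none was called either way.

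Whether a line's response differed from that of WT cells was tested directly. At 3 h the response of TWIST1FV differed for 45 of 12210 genes, higher than in WT for 25 and lower for 20. Leaving out 0 h replicate 2 of TWIST1FV gave 19 genes and leaving out its 3 h replicate 1 gave 96. VEGFD differed by −3.57 (SE 0.38, adjusted p 0.000223), PI15 by −4.00 (SE 0.60, adjusted p 0.00683), ADORA2A by 3.52 (SE 0.55, adjusted p 0.00683) and KCNJ12 by 3.70 (SE 0.61, adjusted p 0.0118). Long-term, the difference was called for 124 of 12668 genes, higher for 36 and lower for 88. Leaving out DMSO replicate 2 of TWIST1FV gave 76 genes. SOX10 differed by 7.57 (SE 0.52) and VEGFD by −7.65 (SE 0.50), both with an adjusted p of 1.14e-05, and MSX1 by −4.93 (SE 0.56, adjusted p 0.000631). POSTN, NOS1, PI15, PRRX2, SNAI2 and DLX2 were also called, with adjusted p from 0.000631 to 0.0412. Of the genes named above as called in TWIST1FV, the difference from WT was not called for LMX1B at 3 h (2.92, SE 0.63, adjusted p 0.0653), nor long-term for FOXD3 (8.93, SE 2.36, adjusted p 0.143), ALX4 (−3.63, SE 0.87, adjusted p 0.0808) and DLX1 (2.33, SE 0.56, adjusted p 0.0821). TWIST1 itself was not called either, with a difference of 0.67 (SE 0.42, adjusted p 0.641) at 3 h and 1.48 (SE 0.64, adjusted p 0.704) long-term. For ALX1FV, PRRX1FV, MSX1FNV and ALX1FV_ALX4KO 0 genes differed from WT, both at 3 h (202, 375, 165 and 626 genes with an unadjusted p under 0.05) and long-term (289, 61, 129 and 98).

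The effect of ALX4 knockout before dTAGV-1 was examined between ALX1FV_ALX4KO and ALX1FV, whose libraries come from different clones, so that clone and genotype cannot be told apart. In DMSO 1 of 12186 genes was called, CDH6, which was lower by 2.08 (SE 0.23, adjusted p 0.0499), at 7.42 ± 1.91 against 31.4 ± 3.94 CPM (SD, n = 3). It lost its call in 4 of 6 fits that each left out a library, with an adjusted p of 0.525 without ALX1FV replicate 3 (range 4.63e-12 to 0.525). The count was 0 without ALX1FV replicate 3 (390 genes had an unadjusted p under 0.05 with all libraries) and 11 without ALX1FV replicate 1. With the replicate block, which pairs these libraries, it was 152 (82 higher, 70 lower). ALX4 was lower by 2.41 (SE 0.33, adjusted p 0.0709), at 51.4 ± 22.9 against 273 ± 84.9 CPM, and was called with the block (adjusted p 6.88e-08), without ALX1FV replicate 1 (0.00498) and without ALX1FV_ALX4KO replicate 3 (0.0498), within a range from 1.03e-10 to 0.648. PRRX1 was higher by 0.85 (SE 0.30, adjusted p 1) and was called with the block (adjusted p 0.00271, range 0.00271 to 1). MSX1 was lower by 1.32 (SE 0.23, adjusted p 0.137). It was called with DESeq2 (adjusted p 7.06e-05) and without the low-count filter (0.0433), within a range from 7.06e-05 to 0.846. At 0 h 33 of 12474 genes were called, 3 higher and 30 lower. This count varied with the library left out, with 3 genes without ALX1FV_ALX4KO replicate 2 and 1156 without ALX1FV replicate 2. SPSB4 was higher by 0.96 (SE 0.14, adjusted p 0.0189) and TMEM120B by 0.89 (SE 0.15, adjusted p 0.0416), while DHRS3 was lower by 3.03 (SE 0.38, adjusted p 0.0141) and SHOX2 by 2.99 (SE 0.42, adjusted p 0.0237). These calls were lost in 4, 5, 2 and 4 of 6 fits that each left out a library, with adjusted p of up to 0.179, 0.324, 0.123 and 0.179, each without ALX1FV_ALX4KO replicate 2. Over all alternatives the highest values were 0.179, 0.324, 0.123 and 0.290 and the lowest 2.05e-07, 2.55e-05, 2.3e-15 and 6.88e-05. ALX4 was lower by 0.93 at 0 h (SE 0.23, adjusted p 0.171) and was called with DESeq2 (adjusted p 0.00702, range 0.00702 to 0.513). TWIST1 was lower by 0.74 (SE 0.34, adjusted p 0.469) and was called without ALX1FV replicate 2 (adjusted p 0.0133, range 0.0133 to 0.890). Over all genes 0 listed factors were called, and adjusted over the list alone 7 were called in DMSO and 10 at 0 h. Whether the response to ALX1 loss differs without ALX4 was tested as an interaction, which called 0 genes at 3 h and 0 long-term (184 and 255 genes with an unadjusted p under 0.05).

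The fitted changes of each line were correlated with those of TWIST1FV across genes, which are not independent replicates, so no p is given. The 10 correlations use separate control libraries. At 3 h Spearman's rho was 0.294 for PRRX1FV, 0.103 for ALX1FV_ALX4KO, 0.038 for MSX1FNV and 0.003 for ALX1FV over 10727 to 11218 genes, and −0.203 for WT. With single replicate pairs rho ran from −0.041 to 0.592 for PRRX1FV and from −0.198 to 0.083 for ALX1FV. Long-term, rho was 0.258 for ALX1FV, 0.040 for ALX1FV_ALX4KO, −0.079 for MSX1FNV and −0.100 for PRRX1FV, and 0.248 for WT, so that the degradable lines did not exceed the WT value by more than the spread between replicates (SD 0.122 for ALX1FV and 0.442 for WT, n = 3). Leaving out a replicate number moved the long-term WT value between −0.310 without replicate 3 and 0.501, and the PRRX1FV value between −0.393 without replicate 3 and 0.107 without replicate 2. It moved the long-term ALX1FV value to 0.076 without replicate 3, and at 3 h the value of ALX1FV_ALX4KO to −0.040 and that of MSX1FNV to −0.042, both without replicate 3, and that of PRRX1FV to 0.077 without replicate 1. Of the 159 early calls of TWIST1FV 151 were tested long-term, and 106 of these (70.2%, Wilson 95% interval 62.5 to 76.9) had a change of the same sign. Among the 105 early rises 61 did. With the early calls of DESeq2 the share was 63.6%. Both changes were called with the same sign for 28 genes. In ALX1FV_ALX4KO 23 of 31 early calls (74.2%, 56.8 to 86.3) had the same sign, none of them called long-term. ALX1FV had 5 early calls and PRRX1FV and MSX1FNV 0, too few for a share. With the replicate block, which pairs the 3 h libraries of ALX1FV, 19 of its 20 early calls had the same sign long-term (95%, 76.4 to 99.1), none of them called long-term, and with DESeq2 17 of 19 did (89.5%, 68.6 to 97.1). The intervals count genes as independent, which they are not. Genes of sterol synthesis made up 15 of the 31 early calls of ALX1FV_ALX4KO and 3 of the 5 of ALX1FV. These genes rose at 3 h in WT too, and long-term 22 of 25 did. No share was computed for WT, so the shares of these lines do not show a lasting effect of losing a factor.

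Lists of cell identity genes were tested in the long-term libraries with camera, in 24 list and line pairs. In TWIST1FV the mesenchyme list had a median log2 change of −1.66 over 13 genes, of which 3 rose (adjusted p 1.87e-06). The crest, glia and pigment list had a median of 2.91 over 11 genes, of which 9 rose (adjusted p 2.66e-10), and the neural list 1.61 over 11 genes, of which 10 rose (adjusted p 9.89e-05). The epithelium list had only 2 tested genes in TWIST1FV, with a median of 0.58 (adjusted p 0.274). In ALX1FV the medians were −0.20 for mesenchyme (adjusted p 0.0161), −0.11 for crest, glia and pigment (0.273), 0.13 for neural (0.233) and 0.17 for epithelium (0.540). In PRRX1FV they were −0.03 (0.790), −0.13 (0.147), −0.09 (0.665) and 0.15 (0.395) in the same order. MSX1FNV had −0.12 (0.131), 0.05 (0.709), 0.54 (2.22e-07) and 0.16 (0.488), with all 11 tested neural genes rising. ALX1FV_ALX4KO had −0.26 (0.000126), −0.10 (0.709), −0.12 (0.00461) and −0.33 (0.0696). WT had 0.05 (0.613), −0.14 (0.488), −0.71 (0.00425) and −0.08 (0.613). With the replicate block, which pairs the libraries of MSX1FNV, its mesenchyme list passed the threshold (adjusted p 0.0186, range 0.0186 to 0.619). Under fry without the block the mesenchyme and crest lists of TWIST1FV passed the threshold, each with an adjusted p of 0.00569 (ranges 4.32e-06 to 0.279 and 1.12e-09 to 0.266). Under fry with the block, an alternative added after seeing the data, these were at 0.0465 and 0.0414, the neural list of MSX1FNV at 0.0414 (range 5.81e-11 to 0.536) and the crest list of PRRX1FV, falling, at 0.0414 (range 0.0414 to 0.619). With a correlation estimated from the data, also not among the alternatives fixed before, no pair held, and the lowest adjusted p was 0.148 (4 pairs had an unadjusted p under 0.05).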

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

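Of the tests in this part, those of normalization, single libraries, clones, the mix of cells and other splits of the libraries were chosen only after the result was seen, and those of depth, length and T content and multimapped reads before it. Groups here hold at most 3 libraries, too few for a test of outlying libraries. Yet replicate 1 of TWIST1FV at 3 h stood apart, with chi-square per degree of freedom of 272.9 and 327.79, against 35.42 between the other replicates. So did replicate 3 of WT under long-term dTAGV-1, with 207.24 and 195.19 against 26.86. Both had the highest share of multimapped reads of their sets (10.69 and 9.27%). Uneven pairs occurred in other groups as well.

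At 3 h, 45 genes responded differently to dTAGV-1 in TWIST1FV than in WT by an interaction test, which drew attention to this difference between lines. With every library thinned to 4.21 M T>C reads, 37 of the 45 were still called, and with each library's trends on transcript length and T content removed, 35 were. Under 1% of reads were multimapped in 44 of the 45, a limit that 90.2% of all tested genes meet. Under total-read scaling 36 of the 45 were still called. These values argue against depth, length or T content, multimapped reads and scaling as the whole cause. A part of single libraries stays open, since 17 of the 45 were called in all 6 fits that each left out a TWIST1FV library, with 19 calls without 0 h replicate 2 and 96 without 3 h replicate 1. The TWIST1FV libraries come from 1 clone, so loss of TWIST1 and other differences between clones cannot be told apart, and the loss of TWIST1 stays among the open explanations. WT had 2 libraries per time, too few for a count over other splits.

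Long-term, 124 genes responded differently in TWIST1FV than in WT by the same kind of test. Of these, 116 were still called with every library thinned to 9.98 M reads, 121 with the trends removed and 123 under RLE size factors, and 120 had under 1% of multimapped reads, a limit that 90.5% of all tested genes meet. In all 12 fits that each left out a library, 70 of the 124 were called, though the count fell to 76 without DMSO replicate 2 of TWIST1FV. Of 100 random splits of the 12 libraries, 5 gave as many genes, the real one included, and the highest other count was 160. All 5 were among the 7 splits, the real one included, that kept the TWIST1FV libraries in their real groups, and no split that regrouped TWIST1FV gave as many. The share of 0.05 is therefore no measure of chance in the TWIST1FV response. Of the 13 splits that part as many replicate pairs as the real one, 1 gave as many, the real one, and the next gave 106. The libraries of TWIST1FV come from 1 clone, so clone and loss of TWIST1 cannot be told apart here either. A change in the mix of cells may also contribute: the mesenchyme list had a median of −1.66 while the crest, glia and pigment list had 2.91 and the neural list 1.61. A shift of cell states after loss of TWIST1 and a loss of mesenchymal cells cannot be told apart in bulk RNA. The listed genes include FOXD3, SOX10 and POSTN, which the text also names.

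The other counts were set against other splits of the same libraries, which with 3 against 3 make 10 splits and can never give a share under 0.1. The real split alone, 1 of 10, gave as many genes in TWIST1FV at 3 h, 24 h and long-term, in ALX1FV at 3 h, in ALX1FV_ALX4KO at 3 h and 24 h, and for the ALX4 knockout in DMSO and at 0 h. The highest count of any other split in these was 1, in ALX1FV_ALX4KO at 3 h. For comparisons without a call every split gives at least 0 genes, so that 10 of 10, or 100 of 100 for the differences from WT of the other lines long-term and for both tests of ALX1 loss with and without ALX4, was fixed beforehand and tests nothing. Of each 10 splits 4 part as many replicate pairs as the real one, and among these too the real one alone gave as many where calls were made.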

How the results depend on the processing

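Each result was refitted with 1 choice changed at a time. The cause was not tested for any change below unless it is given. In SLAM-seq, where WT has 2 libraries per time, no fit left out a library of WT. The WT calls and the differences from WT were therefore not checked there against single WT libraries. Comparisons without a call had 0 calls in every fit that left out a library as well (unadjusted counts are in the report).

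DESeq2 gave more calls in every comparison whose count it moved by over 1.5 times. TWIST1FV had 398 genes at 3 h (285 rose, 113 fell), 316 at 24 h (165 and 151) and 599 long-term (249 and 350). ALX1FV had 19 rises at 3 h and 25 genes long-term (8 and 17), PRRX1FV 1 at 3 h (FDPS), WT 15 at 3 h (13 and 2) and ALX1FV_ALX4KO 20 at 24 h (17 and 3). MSX1FNV had 2 long-term (CCBE1 and SEMA5B) and ALX1FV_ALX4KO 5, all falling (ELAVL4, HMX1, ISL1, SST and STMN2). Differences from WT rose to 129 genes for TWIST1FV at 3 h and 243 long-term, and to 4 for ALX1FV long-term (HLA-C, HTR3B, ITM2A and SERTM1). The ALX4 knockout had 34 genes in DMSO and 232 at 0 h. Genes given in brackets here and below were named after their values were seen. On simulated data DESeq2 also made more false calls, 36 of 210 against 14 of 181 in the TWIST1FV 3 h design at a log2 change of 2. In that design it recovered more changed genes too, 87 against 83.5%, and 42 against 25.5% at a change of 1. In the WT 3 h design it recovered fewer, 85 against 87.5% at a change of 2 and 56 against 57.5% at a change of 1. The simulated counts used edgeR's own dispersions, which may favour edgeR, so these values do not rank the tools on the real libraries.

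With the replicate number as a block, ALX1FV had 20 rises at 3 h, MSX1FNV 3 at 3 h (HMGCS1, INSIG1 and TMEM97) and 17 genes long-term, ALX1FV_ALX4KO 80 long-term and the ALX4 knockout 152 in DMSO, where the numbers pair the libraries. Where not every pair passed 0.1, the block gave 47 genes in ALX1FV long-term (19 rose, 28 fell), 23 in ALX1FV_ALX4KO at 24 h (18 and 5) and 63 for the ALX4 knockout at 0 h (7 higher, 56 lower). WT had 0 at 3 h with the block (799 at an unadjusted p under 0.05 without it). No other count of calls moved by over 1.5 times with the block. In WT at 24 h same-numbered libraries deviated in opposite directions (correlation −0.137). With the numbers of the 24 h libraries swapped, an alternative chosen after seeing the data, the block gave 160 genes (22 rose, 138 fell).

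Counts of all reads in place of T>C reads, which include RNA made before treatment, gave 82 genes in TWIST1FV at 3 h (61 and 21), 1 in ALX1FV (INSIG1), 7 in ALX1FV_ALX4KO and 0 in WT, and 0 in ALX1FV_ALX4KO at 24 h. A fit over the 6 lines gave 283 genes in TWIST1FV at 3 h (170 and 113), 811 long-term (342 and 469), 8 in ALX1FV at 3 h, 1 in MSX1FNV (INSIG1), 8 in ALX1FV_ALX4KO and 0 in WT, and 0 in ALX1FV_ALX4KO at 24 h (510 at an unadjusted p under 0.05 in the fit of the line alone). RLE size factors gave 3 genes in ALX1FV at 3 h (HMGCS1 and INSIG1 among them), 8 in WT at 3 h and 0 for the ALX4 knockout in DMSO (390 at an unadjusted p under 0.05 with TMM). Without a low-count filter there were 14 in ALX1FV and 46 in WT at 3 h, 46 in ALX1FV_ALX4KO and 13 in WT at 24 h, and 9 and 76 for the ALX4 knockout in DMSO and at 0 h. The difference of ALX1FV_ALX4KO from WT at 3 h then had 5 genes, all lower (HMGB2, PABPC4, RPL30, THOC3 and TXN), some with near-identical copies elsewhere. Total-read scaling left 2 genes in ALX1FV and 2 in WT at 3 h (HMGCS1 and INSIG1 in both). It moved the median of all genes in TWIST1FV at 3 h to −0.168, so that the rises went from 70.4 to 52.6% of calls, with 125 of 159 genes shared. For the difference from WT at 3 h it gave 39 genes (19 and 20), 36 of them shared. With clone 14 alone, PRRX1FV had 11 rises at 3 h.

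Fits that each left out a library ranged from 37 to 334 genes in TWIST1FV at 3 h, 35 to 92 at 24 h and 82 to 330 long-term, with the ends named in the report. They ranged from 0 (without 0 h replicate 1) to 6 in ALX1FV at 3 h, and from 0 (without 0 h replicate 2) to 9 in ALX1FV_ALX4KO at 24 h (209 and 510 at an unadjusted p under 0.05 with all libraries). The difference of TWIST1FV from WT ranged from 19 to 96 at 3 h and from 76 to 139 long-term. For the ALX4 knockout the range was 0 (without ALX1FV replicate 3) to 11 in DMSO and 3 (without ALX1FV_ALX4KO replicate 2) to 1156 (without ALX1FV replicate 2) at 0 h.

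The correlation with TWIST1FV in the upper part of genes by expression was −0.008 for ALX1FV and 0.140 for ALX1FV_ALX4KO at 3 h, and Pearson's r was 0.027 for MSX1FNV long-term. Without single replicate numbers it ranged at 3 h from −0.070 (without replicate 2) to 0.080 for ALX1FV, from −0.042 (without replicate 3) to 0.158 for MSX1FNV and from −0.040 (without replicate 3) to 0.139 for ALX1FV_ALX4KO. Long-term it ranged from 0.076 (without replicate 3) to 0.243 for ALX1FV, from −0.393 to 0.107 (without replicate 2) for PRRX1FV, from −0.091 to 0.129 (without replicate 1) for MSX1FNV, from −0.158 (without replicate 3) to 0.224 for ALX1FV_ALX4KO and from −0.310 (without replicate 3) to 0.501 for WT.

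Under fry, which tests replicates and not genes against genes, the adjusted p rose past the threshold for the neural list in TWIST1FV (0.231), MSX1FNV (0.536), ALX1FV_ALX4KO (0.347) and WT (0.536), and for the mesenchyme list in ALX1FV (0.619) and ALX1FV_ALX4KO (0.536). With fry and the block together, chosen after seeing the data, it did so for the neural list in TWIST1FV (0.0892), ALX1FV_ALX4KO (0.235) and WT (0.334) and the mesenchyme list in ALX1FV (0.235) and ALX1FV_ALX4KO (0.114), and the crest, glia and pigment list of PRRX1FV passed the threshold (0.0414). With a correlation estimated from the data, and then with the block as well, neither fixed before, every list that passed lost its call. These were mesenchyme (0.148, 0.279), crest, glia and pigment (0.148, 0.266) and neural (0.225, 0.279) in TWIST1FV, mesenchyme in ALX1FV (0.444, 0.396), neural in MSX1FNV (0.225, 0.266), mesenchyme (0.225, 0.279) and neural (0.225, 0.471) in ALX1FV_ALX4KO and neural in WT (0.225, 0.362). The direction of the mesenchyme list in PRRX1FV reversed under fry (0.978), with the block (1.0 with either correlation) and with both (0.916), and that of the crest, glia and pigment list in ALX1FV_ALX4KO with the block (0.877, or 0.890 with the estimated correlation) and with both (0.916), none near the threshold. The mesenchyme list of MSX1FNV passed it with the block (0.0186).

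Apart from the fits that each left out a library, single genes changed in 85 refits, against 715 with no such change. Of the 85, 28 reversed, 30 gained a call and 27 lost it. These refits include those with clone 14 alone, which dropped the PRRX1FV libraries of the other clone. The rest kept all libraries. The 28 were small changes of targeted genes. TWIST1 in PRRX1FV at 3 h (0.002) was −0.002 with DESeq2, −0.002 with RLE, −0.001 without the filter, −0.005 over the 6 lines and −0.059 with total-read scaling. With clone 14 alone PRRX1FV had PRRX1 at 0.071 at 3 h, ALX4 at −0.061 at 24 h, and ALX1 at 0.011 and MSX1 at 0.005 long-term. With total-read scaling TWIST1 was −0.036 and PRRX1 −0.005 in ALX1FV at 3 h, ALX4 −0.054 and MSX1 −0.020 in MSX1FNV at 3 h, and TWIST1 −0.048 in WT at 24 h. With total reads PRRX1 was −0.045 in ALX1FV and 0.117 in PRRX1FV, MSX1 0.047 in WT and TWIST1 0.007 in ALX1FV_ALX4KO at 3 h. At 24 h PRRX1 was then 0.148 in PRRX1FV, −0.059 in TWIST1FV and 0.024 in WT, and TWIST1 −0.030 in MSX1FNV. With the block TWIST1 was 0.004 in ALX1FV_ALX4KO at 3 h, −0.038 in WT at 24 h and −0.030 in ALX1FV long-term (−0.007 there without the filter), and for the ALX4 knockout ALX1 was −0.007 in DMSO and PRRX1 0.048 at 0 h.

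Outside the paired comparisons the block also moved calls of named genes. In TWIST1FV at 3 h TWIST1 was called (adjusted p 0.00371, range 0.00245 to 0.333) and MSX1 too (0.0115, range 0.00139 to 0.362), and TWIST1 in ALX1FV_ALX4KO at 24 h (0.00114, range 3.23e-05 to 1). In WT at 3 h HMGCS1 (0.0534, range 2.63e-10 to 0.320) lost its call, as did DHRS3 (0.0770, range 2.3e-15 to 0.123) and SHOX2 (0.290, range 6.88e-05 to 0.290) at 0 h.

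Leaving out a library reversed 94 further values of targeted genes, lost 55 calls and gained 5. Where the numbers pair the libraries, such a fit drops 1 library of a pair and keeps the other. A reversal there does not show that the pairs differ in sign. Long-term, PRRX1 in PRRX1FV rose in every same-numbered pair (19.9 to 32.1, 14.4 to 16.6 and 10.4 to 12.3 RPM). MSX1 in MSX1FNV did not keep 1 direction (109 to 75.9, 92.1 to 113 and 104 to 95.5 RPM). In contrasts that are not paired, the sign of the reversed values is not set by 3 libraries. The library is named at the end that lies on the other side of 0. In TWIST1FV at 3 h ALX4 from −0.060 (without 3 h replicate 1) to 0.42. In ALX1FV at 3 h TWIST1 ranged from −0.33 (without 3 h replicate 1) to 0.36, ALX1 from −0.10 (without 3 h replicate 1) to 0.51, ALX4 from −0.14 (without 3 h replicate 1) to 0.25, PRRX1 from −0.25 (without 3 h replicate 1) to 0.28 and MSX1 from −0.33 to 0.22 (without 3 h replicate 3). In PRRX1FV at 3 h TWIST1 ranged from −0.34 (without 3 h replicate 2) to 0.35, ALX1 from −0.22 to 0.13 (without 0 h replicate 2) and PRRX1 from −0.65 to 0.35 (without 3 h replicate 1). In MSX1FNV at 3 h TWIST1 ranged from −0.27 (without 3 h replicate 3) to 0.81, ALX1 from −0.39 to 0.060 (without 3 h replicate 3), ALX4 from −0.13 (without 0 h replicate 2) to 0.23, PRRX1 from −0.20 (without 3 h replicate 3) to 0.70 and MSX1 from −0.041 (without 3 h replicate 3) to 0.18. In ALX1FV_ALX4KO at 3 h TWIST1 from −0.21 to 0.14 (without 0 h replicate 3) and ALX4 from −0.34 to 0.002 (without 3 h replicate 3). In TWIST1FV at 24 h ALX1 ranged from −0.11 (without 24 h replicate 2) to 0.53, ALX4 from −0.053 (without 24 h replicate 1) to 0.24 and PRRX1 from −0.074 (without 24 h replicate 2) to 0.16. In ALX1FV at 24 h TWIST1 ranged from −0.049 (without 0 h replicate 2) to 0.52, ALX1 from −0.29 (without 24 h replicate 1) to 0.50, ALX4 from −0.062 (without 24 h replicate 1) to 0.25, PRRX1 from −0.065 (without 24 h replicate 1) to 0.38 and MSX1 from −0.26 (without 0 h replicate 3) to 0.28. In PRRX1FV at 24 h TWIST1 ranged from −0.29 (without 24 h replicate 2) to 0.45, ALX1 from −0.092 (without 24 h replicate 2) to 0.29, ALX4 from −0.028 (without 0 h replicate 1) to 0.17, PRRX1 from −0.72 to 0.16 (without 24 h replicate 1) and MSX1 from −0.025 (without 24 h replicate 2) to 0.33. In MSX1FNV at 24 h TWIST1 ranged from −0.50 (without 24 h replicate 3) to 0.69, ALX1 from −0.37 to 0.004 (without 24 h replicate 3), ALX4 from −0.041 (without 24 h replicate 1) to 0.37, PRRX1 from −0.027 (without 24 h replicate 3) to 0.74 and MSX1 from −0.045 (without 24 h replicate 2) to 0.21. In ALX1FV_ALX4KO at 24 h ALX1 from −0.24 (without 24 h replicate 3) to 0.23. In ALX1FV long-term TWIST1 from −0.30 (without DMSO replicate 1) to 0.33. In PRRX1FV long-term TWIST1 ranged from −0.40 to 0.20 (without DMSO replicate 3), ALX4 from −0.26 (without DMSO replicate 1) to 0.65, PRRX1 from −0.055 (without dTAGV-1 replicate 1) to 0.68 and MSX1 from −0.27 to 0.14 (without DMSO replicate 3). In MSX1FNV long-term MSX1 from −0.32 to 0.059 (without dTAGV-1 replicate 1). In ALX1FV_ALX4KO long-term TWIST1 from −0.25 (without DMSO replicate 1) to 0.47 and PRRX1 from −0.42 to 0.094 (without dTAGV-1 replicate 1). In WT long-term ALX4 ranged from −0.30 to 0.19 (without dTAGV-1 replicate 3) and MSX1 from −0.12 (without DMSO replicate 3) to 0.42. For the ALX4 knockout in DMSO ALX1 ranged from −0.48 (without ALX1FV_ALX4KO DMSO replicate 3) to 0.33. For the ALX4 knockout at 0 h ALX1 ranged from −0.093 (without ALX1FV 0 h replicate 3) to 0.42 and PRRX1 from −0.28 to 0.17 (without ALX1FV 0 h replicate 1).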

Other observations

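In this part only the tests of total-read scaling and of length and T content for the sterol genes, and the comparisons of the TWIST1 rise with WT at 3 h and long-term, were written before their result was seen. The list of sterol genes and all other tests were chosen after it.

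Genes of sterol synthesis rose in newly made RNA at 3 h in all 6 lines, WT included. The list holds 25 genes, 15 of them called at 3 h in at least 1 line, and was written after called genes had been seen. The median log2 change was 0.79 in TWIST1FV, 0.75 in ALX1FV, 0.68 in PRRX1FV, 0.60 in MSX1FNV, 0.73 in ALX1FV_ALX4KO and 0.70 in WT, with 24 or 25 of the 25 genes rising in each. By limma's fry the adjusted p was 7.35e-05 in TWIST1FV, ALX1FV and ALX1FV_ALX4KO, 0.00386 in PRRX1FV and MSX1FNV and 0.00469 in WT (n = 2). Since the list includes genes seen as called, these p at 3 h are no independent test of the rise. They made up 15 of the 31 calls of ALX1FV_ALX4KO, 3 of the 5 of ALX1FV, 7 of the 159 of TWIST1FV and all 5 of WT. Listed genes not called in any line had medians of 0.32 or more, which argues against a rise made only by picking risen genes. With total-read scaling the lowest median was 0.48 and with the trends on length and T content removed it was 0.57, which argues against either as the whole cause. Loss of a tagged factor is argued against by the WT median of 0.70.

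At 24 h the medians were 0.21 in TWIST1FV, 0.20 in ALX1FV, −0.08 in PRRX1FV and MSX1FNV, 0.32 in ALX1FV_ALX4KO and 0.10 in WT. The median of 24 h minus 3 h was −0.67 in WT (fry adjusted p 0.00841, n = 2 per time), which argues against a lasting response as large as at 3 h. A smaller lasting response stays open: at 24 h fry gave an adjusted p of 0.0215 in ALX1FV_ALX4KO and 0.0483 in TWIST1FV, and long-term the median was 0.24 in WT (22 of 25 genes rose, fry adjusted p 0.397), 0.36 in TWIST1FV (21 rose), 0.22 in ALX1FV (25 rose), 0.01 in PRRX1FV (15 rose), −0.02 in MSX1FNV (11 rose) and 0.15 in ALX1FV_ALX4KO (19 rose). The lowest long-term adjusted p was 0.148, in ALX1FV. A short-lived response to dTAGV-1 or to the change of medium may explain the rise, and these cannot be told apart, since 0 SLAM-seq libraries had DMSO. The labels do not say whether the 0 h wells had a change of medium too, so it is not known whether 0 h and 3 h differ in it. For the same reason genes called at 3 h in a single line may include responses to handling, and the differences from WT are the values that bear on loss of a factor.

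TWIST1 mRNA rose in TWIST1FV, by 2.14 in newly made RNA at 24 h. In edgeR fits of the difference between lines, this rise exceeded that of WT by 2.12 at 24 h (SE 0.43) and the mean of the other 5 lines by 1.95 at 24 h (SE 0.55) and 1.70 long-term (SE 0.54). Adjusted over the 6 comparisons of TWIST1 alone, p was 0.000831, 0.0035 and 0.00712 by edgeR. This adjustment was chosen after that over all genes was seen, which gave 0.0513, 0.0852 and 0.0749, all short of the threshold. For these times the values argue against a rise as large in WT (24 h) or in the other lines. At 3 h the difference was 0.67 from WT (SE 0.42, adjusted p 0.641 over all genes and 0.132 over the 6, edgeR) and 1.04 from the other 5 lines (SE 0.54, 0.669 and 0.0766). Long-term it was 1.48 from WT (SE 0.64, 0.704 and 0.0584, edgeR). A rise as large in WT at 3 h or long-term, or in the other lines at 3 h, therefore stays open. The degrader removes the protein, so TWIST1 protein may lower its own transcription in these cells. The TWIST1FV libraries come from 1 clone, so this and a trait of the clone cannot be told apart. The log2 rises also start from unlike levels. In RPM of all reads at 0 h, TWIST1 averaged 74.3 ± 25.0 in TWIST1FV and 178 ± 15.8 in WT (n = 2). The means of the other lines lay between 301 and 644. At 24 h TWIST1FV was at 314 ± 87.4, WT at 195 ± 74.9 and the other lines between 411 and 665.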
